# Seasonal divergence in reproductive timing on the verge of spring: comparing hypothalamic transcriptome of two seasonally sympatric North American songbird populations

**DOI:** 10.3389/fphys.2025.1627516

**Published:** 2025-09-03

**Authors:** Devraj Singh, Adam M. Fudickar, Ellen D. Ketterson

**Keywords:** seasonal reproduction, stable hydrogen isotope, migration, dark-eyed junco, hypothalamus, gnrh1

## Abstract

Every year as spring approaches and day length increases, many birds begin to reproduce, an annual expression of seasonal phenology that requires physiological preparation. In species distributed over a broad geographic range, populations that breed at higher latitudes are often migratory and delay reproduction until later in the year as compared to those breeding at lower latitudes. Dark-eyed Juncos serve as an excellent model for understanding the timing mechanisms regulating population-level variation in seasonal reproductive responses. We compared two seasonally sympatric dark-eyed junco populations in early spring. One migrates (*Junco hyemalis hyemalis*) and breeds in Alaska and Canada, while the other remains resident (*Junco hyemalis carolinensis*) and breeds in the Appalachian Mountains of Virginia USA. These populations exhibit different photoperiodic responses to the same environment with respect to activation of the HPG axis, leading to earlier gonadal recrudescence in the resident population. We caught co-wintering sympatric male migrant (n = 6) and resident (n = 7) juncos from the field in March and collected the hypothalamic tissues. We also collected blood samples to determine circulating testosterone and a wing feather to determine stable isotope ratios (δ^2^H) as estimate of breeding latitude. We found three differentially expressed genes, among which gonadotropin releasing hormone 1 (GnRH1) showed significantly higher expression in early breeding residents as compared to migrant juncos. The δ^2^H showed a positive linear correlation with testosterone levels and GnRH1 mRNA, providing strong evidence for latitudinal variation in breeding phenology. This study provides insight into the underlying neuroendocrine response giving rise to a population-level difference in the timing of reproduction observed in a seasonally sympatric (co-wintering) population of resident and migrant juncos.

## Introduction

Seasonal animals have evolved different timing strategies to match their recurring physiology of migration and reproduction to the environment (Ketterson and Greives, 2025). Annual changes in day length (photoperiod) are a primary entraining cue for endogenous clocks to synchronize with the environment. Avian populations that live in sympatry during the non-breeding state from winter to early spring may differ in whether or not they migrate. If they do, then they may breed at different locations in spring and summer, thus becoming allopatric (Fudickar et al., 2016; Ramenofsky et al., 2017; Wanamaker et al., 2020). One such species is the dark-eyed junco, which is distributed over a broad geographic range. In the junco, closely related populations winter in sympatry but differ in when they breed and whether they migrate. This pattern of sympatry in winter and allochrony in breeding makes the dark-eyed junco a powerful model to investigate the neuroendocrine basis of differences in the timing of reproduction because they pass through an overwintering period together and start to differ in their behavioral and physiological responses to similar environmental cues as spring approaches.

Use of hydrogen isotope signatures in the movement ecology of birds is a common tool in practice to predict breeding latitude (Fudickar et al., 2016; Wanamaker et al., 2020; Singh et al., 2021). Birds incorporate isotope signatures through their diet or nearby water bodies (Cormie et al., 1994; Langin et al., 2007). The local isotopic signature is incorporated into the growing feather during the post breeding molt. Because feathers are epidermal growths that are metabolically inactive, they later reflect the local isotopic signature from the geographical location where they were grown (Hobson, 1999). Stable isotopes such as hydrogen vary geographically and are used to estimate the breeding location and location of feather growth (Hobson, 2005; Powell and Hobson, 2006; Girvan et al., 2007; Maggini et al., 2016). In the case of the junco, migrant and resident populations can be distinguished during winter by the lighter hydrogen stable isotope values in migrants as compared to the heavier values found in residents.

Songbirds undergo seasonal recrudescence in their reproductive processes, primarily regulated by hypothalamic GnRH neurons (Li et al., 1994; Stevenson et al., 2009). In the temperate zone, birds initiate their gonadal development in response to increasing day lengths during early spring. However, the time of reproductive response varies depending on breeding latitude. The seasonal reproductive response is induced primarily through the interaction of increasing day length with the hypothalamic-pituitary-gonadal (HPG) axis (Li et al., 1994; Cho et al., 1998). After the winter solstice, the photoperiod starts to increase, which stimulates the HPG on reaching a population-specific threshold level of photoperiod (Wanamaker et al., 2020; Singh et al., 2021). The annual change in day length varies with latitude, such that birds breeding at higher latitudes often require longer days to initiate gonadal recrudescence than birds breeding at lower latitudes (Dawson, 2013; Fudickar et al., 2016; Singh et al., 2021). The birds breeding at lower latitudes recrudesce gonads earlier, stay in the stimulatory phase for a longer period, and terminate breeding later than high latitude birds that have a short breeding period (Singh et al., 2021).

In studies done on populations that overwinter in sympatry and breed at different locations, the higher latitude breeding birds have to accommodate an additional life-history event of spring migration that delays their reproduction (Greives et al., 2016; Fudickar et al., 2016; Ramenofsky et al., 2017). This process of spring migratory preparedness involves seasonal pre-migratory fattening, increase in food intake, and an increase in metabolic activity in flight muscles and liver in phenology and behavior (Sharma et al., 2022; Fudickar et al., 2016; Singh et al., 2018). There is also a striking shift in the locomotor activity of migratory birds, switching from only day activity to nighttime activity (Gwinner and Czeschlik, 1978; Berthold, 1996; Singh et al., 2015; Singh and Kumar, 2017; Singh et al., 2018). These changes in behavior and physiology associated with seasonal induction of reproduction and migration are potentially an outcome of some key RNA molecules changing their expression in the hypothalamus in response to changes in spring day length and other timing cues (Singh et al., 2015; Mishra et al., 2016; Johnston et al., 2016). The hypothalamus along with the pituitary, is a key neural center that synthesizes and releases neuropeptides and hormones critical to the regulation of seasonal reproductive and migratory processes. A key step in the induction of the gonad recrudescence is initiated by release of gonadotropin releasing hormone 1 (GnRH1) from the hypothalamus followed by its binding to the pituitary gonadotroph to stimulate release of luteinizing hormone (LH) and follicle-stimulating hormone (FSH) (Li et al., 1994). Investigating molecules involved in gonad growth, production of sex steroids, energy homeostasis and metabolism may help advance our understanding of differences in the reproductive timing of songbirds breeding at different latitudes.

The Dark-eyed junco provides a powerful model system for investigating the neuroendocrine mechanisms that underlie variation in reproductive and migratory timing. In early spring, populations of juncos that differ in whether they migrate are found living together in the same environment (Greives et al., 2016; Wanamaker et al., 2020). As spring progresses, the locally breeding population undergoes gonadal recrudescence, while the migratory population delays recrudescence to prepare to migrate. In a common garden study on resident and migrant juncos held in captivity, neuroendocrine tissues collected during the reproductive divergence state revealed differential patterns of gene and protein expression between residents and migrants (Fudickar et al., 2016; Bauer et al., 2018; Singh et al., 2020). However, a comprehensive account of the transcriptome associated with divergent state physiology in neuroendocrine tissue is needed to better understand the underlying mechanisms regulating early spring-induced phenologies.

The objective of this study was to discover key transcripts in the hypothalamus tissue of free-living juncos on the verge of divergence in early spring. Prior studies (Fudicker et al., 2016) conducted on captives provided insight into the mechanisms through which population-level seasonal divergence is set in a controlled indoor condition, including differentially expressed genes in muscle, blood, and hypothalamus. The present study asks how the populations differ in their hypothalamic gene expression when sampled directly from their natural environment during the time of seasonal divergence.

The following hypothesis to understand how neuroendocrine response will determine the timing of reproduction in junco populations on the verge of divergence: 1) We predicted to find differences in the plasma testosterone levels as a physiological measure of gonadal recrudescence. 2) We predicted to see the differences in the key hypothalamic transcripts associated with the latitude of breeding. 3) We predicted to see differential expression of hypothalamic transcripts associated with migratory preparedness. To test these hypotheses, we sampled sympatric resident/migrant birds that breed at different latitudes and flock together during early spring with a pre-notion of individual variation in response to constantly changing natural day length and climatic conditions.

## Materials and methods

### The study system

The dark-eyed junco subspecies live in sympatry and flock together at Mountain Lake Biological Station (MLBS), Virginia, from early fall to spring and start to diverge as soon as the photoperiod starts increasing (Figures 1a,b). In the wintering ground, the resident and migrant juncos are identified by their beak color. The migrants are pink-billed, and residents have blue-billed resident birds that breed at MLBS (Greives et al., 2016; Fudickar et al., 2016). The migrant juncos start to prepare for departure to the North as day length increases. Whereas resident juncos start showing gonadal recrudescence (Figure 1).

**FIGURE 1:**
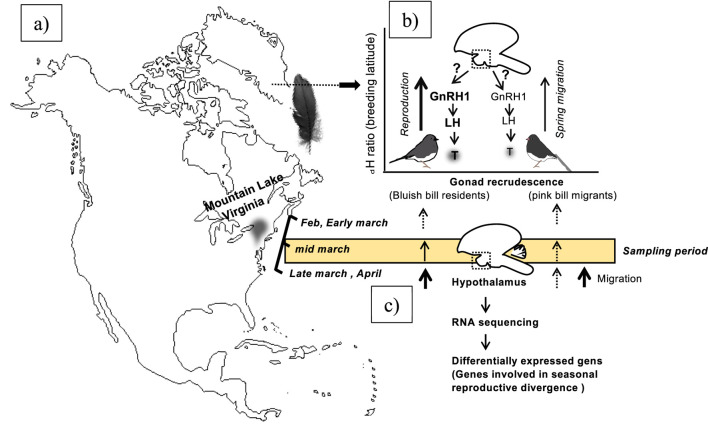
Schematic showing the wintering ground location of sympatric resident (*J. h. carolinesis*; bluish bill) and migrant (*J. h. hyemalis*; pink bill based on IUCN, 2019) dark-eyed juncos on the North America map **(a,b)**. The right upper schematic figure shows early spring difference in gonad development between early breeding resident juncos compared to migrants when captured on their wintering ground **(b)**. The lower right schematic figure shows the flow-chart outline steps of RNA sequencing, differentially expressed genes (DEGs) analysis **(c)**.

#### Body mass and Fat score

After taking the bird out of the mist net, we visually estimated subcutaneous fat score (0–5) deposition in the furcular and abdominal regions, as follows: no fat present (0), trace amounts of fat in the furcular region (1), trace amounts of fat in the abdominal region (2), half full in both furcular and abdomen area (3), full in both the areas (4), bulging in both the areas (5). Body mass was measured using a Pesola Spring scale (0–50 g), tared to zero with a small piece of sock used to carry the bird for body mass measurement.

#### Capture and tissue collection

We captured six migrants and seven resident male dark-eyed juncos using mist nets from state road 714, Giles County Virginia at Mountain Lake Biological Station (MLBS; 37.37 0N, 80.52 0W). Migrants (J. h hyemalis) and residents (J. h carolinensis) were identified using bill coloration, plumage, and wing cord (Ketterson and Nolan, 1976). Birds were caught from 13 to 20 March 2017 during spring initiation at MLBS (11.72 ± 0.1 h of average day length and −1 to −4 °C average daily temperature). Juncos were euthanized using isoflurane within 5 min from the time they were caught in the mist net. Before euthanizing, 100 μL of blood was collected by puncturing the wing vein for baseline testosterone hormone measurement. After the capture of the birds, the brain and testes were immediately dissected within 5 min, and tissues were flash-frozen on dry ice and stored at −80 °C until further processing of tissues. Scientific collecting permits were issued by the Virginia Department of Game and Inland Fisheries (permit # 052971). All methods were approved under a protocol (# 15-026-17) by the Indiana University Institutional Animal Care and Use Committee.

The hypothalamic area was dissected from the whole brain under the cryostat (Leica Biosystems CM1850, Buffalo Grove, IL, United States) maintained at −20 °C using a modified protocol adapted from Ashley et al. (2014). The frozen brain was sliced on the rostral caudal position until we saw the tractus septomesencephalicus (TrSM) as a landmark for the beginning of the hypothalamus. We sliced 30 μm thick sections and punched directly above the optic chiasma using a sterile 3 mm-diameter biopsy punch (Thermo Fisher Scientific, Integra™ 3332; Cat no. 12-460-406). All the tissue punches starting from TrSM to the end of the infundibular nuclear complex (INc) as a posterior landmark for the hypothalamus were collected in a sterile 1.5 mL eppendorf tube kept in cryostat throughout brain punching (Singh and Kumar, 2017; Mishra et al., 2016; Singh et al., 2023).

### Stable hydrogen isotope analyses

The distal most secondary feather from each individual was collected and stored in the coin envelopes and transported to the Indiana University, Bloomington. All feathers were cleaned using a chloroform: methanol in a 2:1 ratio to remove any external contaminants. A small fraction from the tip of the feather was cut, weighed to approximately 0.5 mg, placed in a 3 × 5 mm silver capsule, and shipped to a laboratory located in the US Geological Survey in Denver, CO, to analyze the hydrogen isotope (δ^2^H) values. Hydrogen isotope ratios were measured using established methods of mass spectrometry (Wunder et al., 2012; Fudickar et al., 2016; Singh et al., 2021; Wanamaker et al., 2020). The non-exchangeable δ^2^H values were reported in parts per mil notation (‰) with respect to VSMOW (Vienna Standard Mean Oceanic Water) using Caribou (−157‰) and Kudu (−35.3‰) standards. We used δ^2^H values to estimate the latitude and photoperiod where each bird spent the breeding, molting season and incorporated local δ^2^H signatures in the growing feathers (Singh et al., 2021). To estimate the latitude and photoperiod for each corresponding δ^2^H value, we obtained North America hydrogen isotope ratios for August month precipitation (δ^2^H_p_) from the OPIC 3.2 database (Bowen, 2020). For each bird, we found all feather δ^2^H values in the North America compatible to δ^2^H precipitation values (for detailed methods see Singh et al., 2021). The δ^2^H values were used as a continuous variable against all the physiological, hormone measures, and expressed transcripts.

### Testosterone ELISA

We measured circulating baseline testosterone levels in blood plasma by puncturing the wing vein and collecting blood into heparinized capillary tubes. The blood samples were stored at 4 ^°^C and plasma was extracted by centrifuging blood samples at 3000 rpm for 15 min at room temperature. The plasma was separated using a Hamilton syringe and stored at −20 °C until assayed to measure testosterone. The plasma samples were thawed on ice, and 20 μL of plasma from each individual was aliquoted in glass tubes. Hormone was extracted using diethyl-ether mixed by agitating and incubation at room temperature for 20 min. After incubation, all tubes were snap frozen and the supernatant was immediately transferred to a fresh tube. This procedure was repeated three times to extract the hormone, and finally the tube was dried using high pressure liquid nitrogen. Assay buffer (250 μL) was added to each tube, and 100 μL of extracted hormone was used in duplicate wells to run the testosterone assay. Plasma testosterone was measured using high sensitivity testosterone ELISA kit (Enzo ADI-900-176) as per manufacturer’s protocol. All samples were placed on one plate, testosterone ELISA with intra-assay coefficient variability of 0.6% ± 0.06 (mean ± SE) and sensitivity of 2.6 pg/mL.

### Measurement of gene expression

#### RNA extraction and sequencing

A total of 13 brains (6 migrant and 7 resident juncos) hypothalamii were punched and homogenized in RLT buffer containing 1% 2-Mercaptoethanol (BME) on ice. Total RNA was extracted with AllPrep DNA/ RNA Universal kit (Qiagen, Cat. # 80224) according to manufacturer protocol. RNA concentration and Integrity (RIN; Schroeder et al., 2006) were determined on Agilent 2200 TapeStation system. Total RNA was submitted to the Center for Genomics and Bioinformatics at Indiana University for subsequent RNA quality check, RNA library preparation and Illumina Nexseq 500 (43 nucleotides, paired end reads).

#### Quality filtering and mapping

The paired-end reads were de-multiplexed using bcl2fastq version v2.20.0.422 and about 28.5 million reads, with a raw read length of 43 nucleotides were assigned to each library. Raw reads were adapter trimmed and quality filtered using Trimmomatic version 0.33 (Bolger et al., 2014) requiring a minimum base quality score of 20 averaged across a sliding window of 3 bases. Reads shorter than 20 bases post trimming were discarded. Trimmed reads were mapped to the dark-eyed junco draft genome assembly sequence using the RNA-Seq read aligner STAR version 2.5.3a (Dobin et al., 2013).

#### Differential gene expression analysis

The transcriptome was annotated against functionally annotated regions defining the potentially transcribed elements on the dark eye junco draft genome assembly homologous to protein sequences from zebra finch (*Taeniopygia guttata, version 3.2.4*), a Passeriformes species phylogenetically closer to junco, were identified and annotated using BLASTX (Pruitt et al., 2009). Counts for read pairs aligning uniquely to each of the annotated transcribed elements were generated using feature Counts version 1.6.3 (Liao et al., 2014) and were used to identify the potentially significantly differentially expressed regions between migrant and resident birds at 5% FDR using the Bioconductor R package DESeq2 version 1.12.3 (Love et al., 2014).

#### Statistical Analysis

All analysis was done using R (version 3.2.0). Differences in mean hydrogen isotope ratio and T levels were calculated using a non-parametric Student’s t-test (Mann-Whitney U test) between subpopulation means. We used the Pearson correlation method to identify any significant correlation between hydrogen isotope ratios, testosterone levels, and normalized Differentially expressed gene expression values. For statistical significance, alpha was set at 0.05. The Benjamini–Hochberg procedure with a failed discovery rate of 5% was used to correct for multiple tests (Waite et al., 2006).

## Results

### Differences in seasonal phenotypes on the verge of spring

Every year from fall to early spring, dark-eyed junco subspecies are sympatric and flock together at Mountain Lake Biological Station (MLBS), Virginia (Figures 1a,b). The pink-billed migrants arrive in the beginning of fall and depart to the north as spring approaches. Whereas blue-billed resident birds live year-round and breed at MLBS. In early spring, the migrants start preparing for migration. By the time resident juncos start showing gonadal recrudescence, the migrants are departing for their breeding ground. (Figure 1). The residents breeding and growing feathers at lower latitude had heavier δ^2^H than migrants (Mann-Whitney U test, p = 0.0012, Figure 2a). Also, there were significantly higher blood testosterone levels in resident as compared to migratory birds (Mann-Whitney U test, p = 0.014, Figure 2b). We did not find any significant difference in the body weight or subcutaneous fat scores of migrant and resident birds.

**FIGURE 2:**
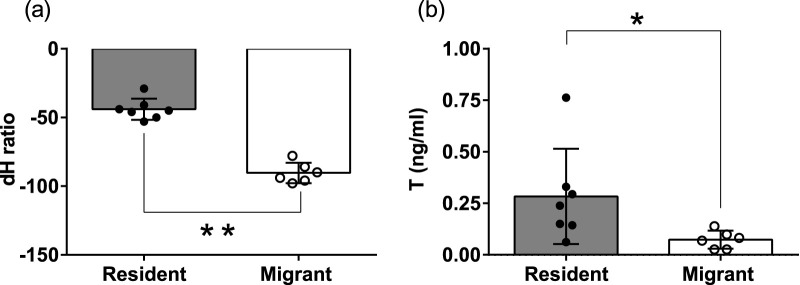
Scatter bar graph plot of feather hydrogen isotope (δ^2^H) value **(a)**, Plasma testosterone levels (ng/mL) **(b)**. Residents shown in the brown color bar, solid circles represent individual values. Migrants shown in white color bar, hollow circles represent individual values. An asterisk (*) on the line connecting the bars indicates a significant difference between groups (p < 0.05, Mann-Whitney U test). For statistical significance, alpha was set at 0.05.

### Differentially expressed genes

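Hypothalamic RNA came from 13 free-living male juncos, 6 migrants and 7 residents, caught between 13 and 20 March 2017, with 1 library per bird. Each library was made from 200 ng of total RNA with 12 cycles of PCR and read as paired ends of 43 nucleotides. The authors trimmed the reads, mapped them to the junco draft genome with STAR 2.5.3a and counted uniquely aligned read pairs per annotated element with featureCounts. Elements carry the accession of the homologous zebra finch protein. The deposited values are raw counts for 15363 elements, of which 11454 had at least 1 count. Total counts ran from 4319503 to 5826833 in migrants (median 4849133) and from 4308064 to 5469786 in residents (median 5014150). The paper states about 28.5 M reads per library, and the values here use the counted read pairs. Gene names were taken from the copy of Supplementary Table S1 used here, which leaves out 14140 of its 15363 rows. That copy gives the 175 rows with the smallest adjusted p first and then the rows in order of identifier. Expression was computed as CPM with TMM factors, counts scaled to a common library size. The populations were compared with edgeR's quasi-likelihood test over the 9938 elements with at least 5 counts in at least 6 libraries, with Benjamini-Hochberg adjustment. Fold changes are resident minus migrant. The strand setting of the counting is not given in the sources used here, so reads of a gene and of an overlapping gene on the other strand cannot be separated.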

A total of 11,454 expressed sequenced tags (ESTs) were found after mapping to the dark-eyed junco draft genome assembly homologous to protein sequences from zebra finch (*Taeniopygia guttata*) as summarized in Supplementary Table S1. Further, we found three DEGs (FDR <0.05; Figure 3; Supplementary Table S1). 

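MMR1, C7H21orf58 and GNRH1 had the smallest p-values among the 9938 genes tested, and none of the 3 passed an adjusted p of 0.05 from edgeR's quasi-likelihood test. No gene was higher and no gene was lower in residents by that test, with a smallest adjusted p of 0.551. An unadjusted p under 0.05 was found for 442 genes, against 497 that chance would give. DESeq2, the tool named in the paper, called 3 genes over the same elements, 2 higher and 1 lower in residents, and 502 genes had an unadjusted p under 0.05. edgeR's likelihood ratio test also called 3 genes, and limma-voom called 0. Next by p came FAIM2, which encodes protein lifeguard 2, an inhibitor of Fas-mediated cell death in neurons. Its level was 28.3 ± 5.40 CPM (SD, n = 6) in migrants and 43.1 ± 5.41 CPM (SD, n = 7) in residents, with an adjusted p of 0.928 from edgeR. DDHD2, a brain triglyceride lipase, had a log2 fold change of 0.39 and CD320, the receptor for transcobalamin-bound vitamin B12, one of -0.57, and neither passed the test. SAYSD1 had a log2 fold change of -0.85 and SDHAF4, an assembly factor of succinate dehydrogenase, one of -0.44, also without passing. Of 7 measured neuropeptide genes and peptide receptors, none passed over all genes tested, and 1, GNRH1, was higher when adjusted over the list alone. NTS (neurotensin) had a log2 fold change of 0.01, PENK (proenkephalin) 0.08 and CCK (cholecystokinin) -0.02. Of 7 measured genes of feeding and energy balance, none passed over all genes or adjusted over the list alone, and the cannabinoid receptor CNR1 had a log2 fold change of 0.34 (standard error 0.14). None of the 4 measured genes of photoperiod and thyroid signalling passed either way, among them DIO2, the enzyme that activates thyroid hormone, at 0.08 (standard error 0.39). The lists were fixed before the counts were examined but after the values of Supplementary Table S1 had been seen, so the count for the neuropeptide list is not independent evidence.

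**Figure D1:**
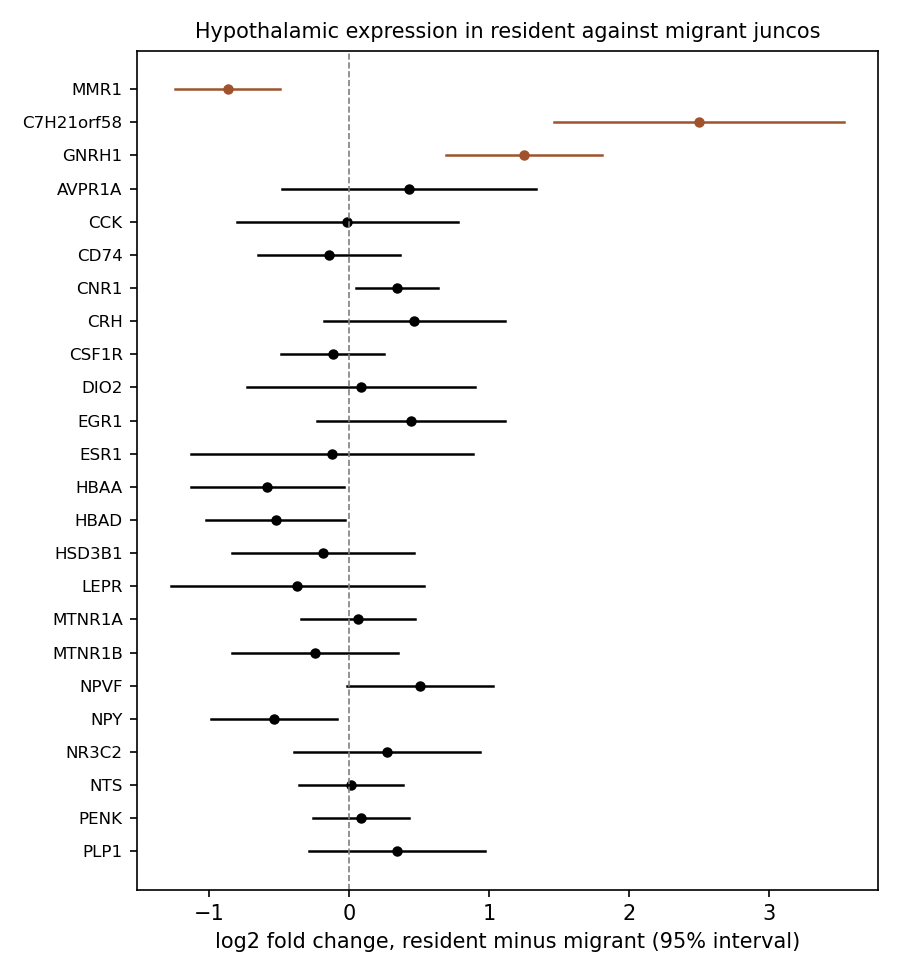
Log2 fold changes (resident minus migrant) with 95% intervals from edgeR for MMR1, C7H21orf58 and GNRH1 (brown) and for 21 of 22 tested genes of peptides, receptors and cell type markers (black; 1 is not reported here), chosen before the counts but after Supplementary Table S1 had been seen. Points are estimates from 6 migrants and 7 residents, lines are intervals not adjusted for the number of genes, and the dashed line marks 0.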

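MMR1 (LOC100231534, XP_012426885.1), annotated as macrophage mannose receptor 1-like, a glycan-binding receptor of macrophages, was measured at 15.0 ± 0.901 CPM (SD, n = 6) in migrants and 8.19 ± 1.89 CPM (SD, n = 7) in residents. The highest resident, at 10.6 CPM, lay below the lowest migrant, at 13.5 CPM. The log2 fold change was -0.87 (standard error 0.18, adjusted p = 0.551 from edgeR's quasi-likelihood test; adjusted p = 0.0096 from DESeq2). Taken alone, the difference in log2(CPM + 1) had an exact two-sided permutation p of 0.000583, the smallest that 6 birds against 7 allow. MMR1 was singled out for its small p in these same birds, so a low value was likely. Of 8 measured genes on the list for microglia and macrophages, not all of them markers of these cells, none passed over all genes tested. None passed adjusted over the list alone either. By estimate 5 were lower in residents and 3 higher, the 3 being CSF1, IL34 and IRAK2 (log2 fold changes 0.07, 0.06 and 0.10). CSF1R, the receptor for colony stimulating factor 1, was at 113.8 ± 31.6 CPM (SD, n = 6) in migrants and 104.8 ± 24.3 CPM (SD, n = 7) in residents, a log2 fold change of -0.12 (standard error 0.18). CD74, the invariant chain of MHC class II, had a log2 fold change of -0.14 (standard error 0.24). The less abundant TLR4, a receptor for bacterial lipopolysaccharide, and CARD9, an adaptor of innate immune receptors, had log2 fold changes of -0.91 and -0.61 (standard errors 0.51 and 0.42). Haemoglobin genes, which mark blood in the tissue, had log2 fold changes of -0.59 for HBAA and -0.53 for HBAD, with unadjusted p of 0.0376 and 0.0388, and neither passed. MMR1 rested on a mean of 73.2 counts per migrant and 41.3 per resident, and reads shared with related mannose receptor genes could not be examined. The DESeq2 call was lost without migrant replicate 4 (adjusted p = 0.0526) or resident replicate 5 (0.0545), and without migrant replicate 5 or 6 or resident replicate 7 (0.0639 to 0.0696).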

Among the three DEGs, only one, gene macrophage mannose receptor 1-like (MMR1), was downregulated in resident birds (FDR = 0.0135; Figure 3a). Unlike MMR1, uncharacterized protein C21orf58 homolog (C7H21orf58; FDR = 0.0135; Figure 3b), gonadotropin releasing hormone 1 (GnRH1; FDR = 0.0216; Figure 3c) were upregulated in resident birds.

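C7H21orf58 (XP_012430496.1), an uncharacterized homolog of human C21orf58, was at 0.469 ± 0.431 CPM (SD, n = 6) in migrants and 2.67 ± 0.650 CPM (SD, n = 7) in residents. This is a log2 fold change of 2.50 (standard error 0.49, adjusted p = 0.551 from edgeR's quasi-likelihood test; adjusted p = 0.0096 from DESeq2). Every resident lay above every migrant, with an exact two-sided permutation p of 0.000583 for this gene alone. The means were only 2.17 counts per migrant and 13.3 per resident. C7H21orf58 was also singled out for its small p in these same birds, so a low value was likely. Over all genes tested, the groups did not overlap for 13, where chance would give 11.6. GNRH1 (NP_001135792.1), the precursor of the peptide that drives pituitary gonadotropin release, was at 7.59 ± 1.13 CPM (SD, n = 6) in migrants and 18.1 ± 7.83 CPM (SD, n = 7) in residents. Its log2 fold change was 1.25 (standard error 0.27, adjusted p = 0.602 from edgeR's quasi-likelihood test; adjusted p = 0.0174 from DESeq2), with an exact two-sided permutation p of 0.00524 for this gene alone. The lowest resident, at 8.78 CPM, lay just under the highest migrant, at 8.80 CPM. Of 6 measured genes of the reproductive axis, none passed over all genes tested, and GNRH1 was the 1 gene higher when adjusted over the list alone, which is not independent evidence, since its value in Supplementary Table S1 had been seen when the list was made. NPVF, the precursor of gonadotropin-inhibitory hormone, was at 357.3 ± 87.6 CPM (SD, n = 6) in migrants and 507.1 ± 211.6 CPM (SD, n = 7) in residents (log2 fold change 0.50, standard error 0.25), and did not pass. The estrogen receptor ESR1 had a log2 fold change of -0.12 (standard error 0.48). With DESeq2, leaving out migrant replicate 5, migrant replicate 6 or resident replicate 7 ended the calls of all 3 genes, as did library number as a covariate (adjusted p of 0.139 for MMR1 and C7H21orf58 and 0.270 for GNRH1) and a block on replicate number (at least 0.569). Library number overlaps with population, so that fit may remove part of the difference. Replicate numbers did not pair the birds, and the block leaves out resident replicate 7, so it says little about the calls. The call of C7H21orf58 was also lost without resident replicate 6 (0.0565), and that of GNRH1 without migrant replicate 1 or 4 or resident replicate 2, 4 or 6 (adjusted p from 0.0577 to 0.102) and without both libraries apart on the first principal component (0.125). From the higher GnRH1 transcript in residents, the paper reasons that GnRH neurons were stimulated, so that recrudescence came earlier in low-latitude residents. It proposes a role of the transcript in the earlier activation of their gonadal axis. For that activation the paper also draws on testosterone, which was higher in residents, on feather isotope ratios and on an earlier study of captive juncos. None of these was analysed here.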

**FIGURE 3:**
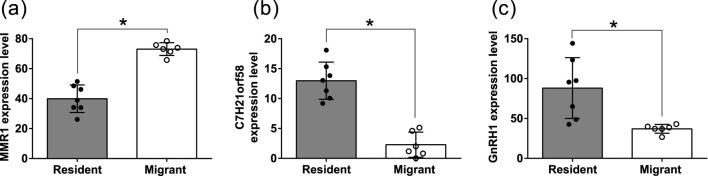
Transcriptome-wide differential gene expression (DGE). Box plot of significantly differentially expressed genes **(a–c)** in resident (solid circles) and migrant (hollow circles) hypothalamic transcriptome comparison. Each box plot represents the normalized expression value of transcripts. The false discovery rate multiple correction test was used to determine the significant change. For significance, the alpha was set at 0.05.

### DEGs correlation with δ^2^H isotope and plasma testosterone levels

Macrophage mannose receptor 1 (MMR1) expression level showed a significant negative correlation to both δ^2^H isotope values (*r* ^2^ = 0.7724, p < 0.0001) and T levels (*r* ^2^ = 0.4574, p = 0.011; Figures 4a,b). In contrast, GnRH1 showed a positive correlation to both δ^2^H (*r* ^2^ = 0.4692, p = 0.0098) and T levels (*r* ^2^ = 0.3693, p = 0.0276; Figures 4c,d), indicating latitudinal differences in the HPG axis activation in anticipation to spring.

**FIGURE 4:**
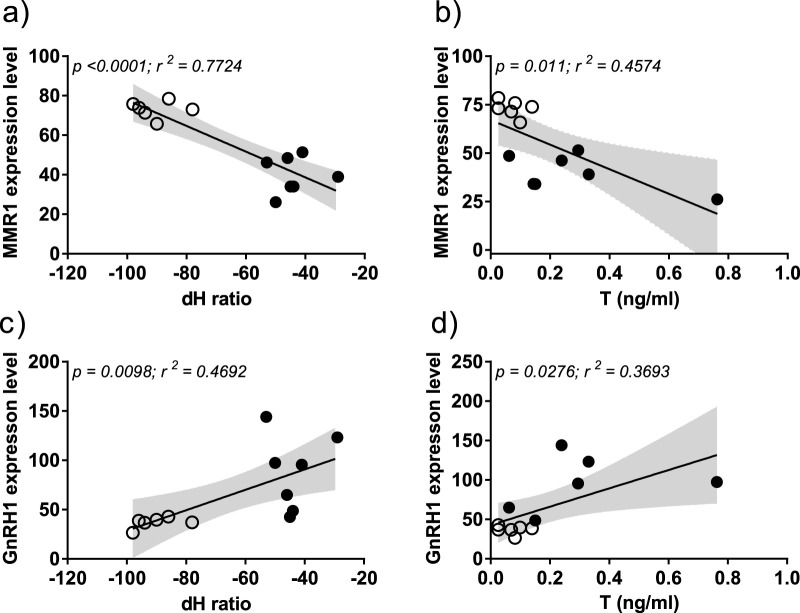
Correlation of DEGs with feather hydrogen isotope ratio (δ^2^H) and testosterone levels (T) in resident (solid circle) and migrant (hollow circles) juncos. X-axis represents the δ^2^H isotope values **(a–c)**, T levels in ng/mL **(b,d)**. Y-axis represents the normalized gene expression values **(a–d)**. Pearson’s correlation was used to determine the statistical significance; the alpha was set at 0.05. The positive and negative slope of regression line defines the direction of correlation between normalized gene expression levels, δ^2^H and T levels.

## Discussion

We compared the early spring transcriptome of neuroendocrine tissues (hypothalamus) derived from two populations of free-living dark-eyed juncos that reside in the same non-breeding location but differ in timing of reproduction and whether or not they migrate. We identified only three differentially expressed genes (GnRH 1, MMR1, C7H21orf58) in the resident and migrant junco hypothalamic tissue transcriptome in early spring. The most relevant gene to this study was GnRH1 encoding transcript, which was expressed at higher levels in early breeding residents than in migrant breeding at higher latitudes. A critical step in the hypothalamic-gonadal axis (HPG) induction is the release of GnRH1 that binds to gonadotrophic cells in the anterior pituitary to release luteinizing hormone (LH) and follicle-stimulating hormone (FSH) that goes in the circulation and binds to the gonads to release sex hormones (Cho et al., 1998). In addition to the differentially expressed genes (DEGs), we also found higher The hydrogen Prior research on this system using transcriptomics, proteomics, and quantification of specific target genes has shown variation in gene expression in tissues related to this phase lag in the timing of reproduction in migrants as compared to residents, including muscle, blood, and hypothalamus (Fudicker et al., 2016; Bauer et al., 2018; Singh et al., 2020). But to our knowledge, no other study has quantified gene expression in the hypothalamic-pituitary complex of two closely related sympatric populations of birds living in the wild during their divergence in reproductive timing and migratory preparedness under the same photoperiod and weather conditions in the wintering ground.

### Latitude of origin is related to the timing of gonad recrudescence

Populations of dark eyed junco are distributed across different latitudes in North America and vary widely in their phenotypic (body size, feather color, eye color) and migratory behavior as well as their reproductive phenologies (Nolan et al., 2002). Those breeding at higher latitudes are more likely to be migratory, and in spring, these higher latitude birds increase body fattening in preparation for migration. Juncos breeding at lower latitudes are more likely to be resident, and these non -migratory birds start to grow their gonads earlier in the year in response to the increase in early spring daylengths (Rogers et al., 1993; Fudickar et al., 2016). After autumn migration, high and low latitude populations typically overwinter together in sympatry.

Feather stable hydrogen isotope ratios have been used as a proxy for breeding latitude in movement ecology studies (Rubenstein et al., 2002; Hobson, 2003; Maggini et al., 2016). Because juncos molt their feathers late in the breeding season before they migrate, analysis of feather hydrogen isotope (δ^2^H) ratios in sympatric dark-eyed juncos during the non-breeding season can provide an estimate of their breeding latitudes (Fudickar et al., 2016; Singh et al., 2021; Wanamaker et al., 2020). Birds with lighter hydrogen isotope ratios likely breed at higher latitudes and those with heavier hydrogen isotope ratios likely breed at lower latitudes (Fudickar et al., 2016; Singh et al., 2021).

Several studies on junco populations have used feather hydrogen isotope ratios to show the latitudinal cline in spring preparedness of reproductive processes on the overwintering ground (Fudickar et al., 2016; Kimmitt et al., 2019; Wanamaker et al., 2020). These studies comparing overwintering resident and migrant junco populations from two separate locations, Virginia and Colorado, indicate that lower latitude juncos begin to grow their gonads earlier, thus on shorter days, than high latitude juncos (Fudickar et al., 2016; Wanamaker et al., 2020). This difference is likely related to the difference in the threshold photoperiod required to stimulate the neuroendocrine system regulating reproduction (Singh et al., 2021).

Temperate birds preparing to reproduce sense the change in day length and begin to rise in circulating testosterone, but activation of the hypothalamic-pituitary-gonad axis precedes that. Populations breeding at higher latitudes need relatively longer critical photoperiod than lower latitude birds to activate their HPG axis, grow gonads, and increase the circulating testosterone levels (Singh et al., 2021). Several field and captive studies in junco populations show co-variation between hydrogen isotope ratios and elevation of circulating testosterone levels in response to external GnRH 1 challenge, suggesting a latitudinal cline in reproductive timing (Fudickar et al., 2016; Greives et al., 2016; Wanamaker et al., 2020; Singh et al., 2021). 

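GNRH1 transcript varied more from bird to bird in residents, with a coefficient of variation of 43.3% of the CPM against 14.9% in migrants. Counting error alone would give about 11.3% in residents and 16.7% in migrants, so the spread among migrants was no larger than counting allows. The standard deviation of the CPM was 6.91 times as large in residents, where the mean was 2.38 times as large. On the log2(CPM + 1) scale, the mean absolute deviation from the group median was larger in residents by 0.37, which did not pass an exact two-sided permutation test (p = 0.0688). The exact permutation p was 0.0152 without resident replicate 2 or 4, 0.00866 without 6 or 7, 0.119 without 1 and 0.132 without 3 or 5, and from 0.0530 to 0.112 without any 1 migrant. On linear CPM, where deviations also grow with the mean, the same permutation test gave p = 0.0221. The difference in standard deviation on the log scale gave an exact permutation p of 0.0268. MMR1 had a coefficient of variation of 23.1% in residents and 6.01% in migrants, where counting error alone gives 15.9% and 11.8%, so the value in migrants was below what counting gives. Its exact permutation p was 0.0169, which did not pass after Benjamini-Hochberg adjustment over the 3 genes (0.0507). C7H21orf58 had coefficients of variation of 24.4% in residents and 91.9% in migrants, where counting error alone gives 27.9% and 77.6%. The 77.6% is rough, since migrant replicate 3, with 0 counts, was taken as having 1. Testosterone was not analysed here.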

In our study, we found higher variability in circulating baseline testosterone and GnRH-1 transcript in resident juncos, suggesting a plausible effect of non-photic cues, such as food availability and exposure to predators, regulating the pace of reproductive maturity among resident birds (Jacobs and Wingfield, 2000; Chmura et al., 2019).

### Latitude of origin is related to early spring hypothalamic GnRH 1 mRNA expression

In spring temperate-zone birds induce their gonads to grow in response to increasing day length. As noted, birds breeding at higher latitudes typically delay gonadal recrudescence until the days are longer because they migrate prior to reproducing (Dawson and Goldsmith, 1983; Silverin et al., 1993; Dawson, 2013; Greives et al., 2016). This additional spring migratory phenology in migratory populations breeding at higher latitudes delays the activation of the HPG axis and uses all energy in preparing for the migratory process.

The preoptic area (POA), a key regulatory nucleus located in the hypothalamus, has neuronal populations that synthesize and release a neuropeptide, gonadotropin-releasing hormone (GnRH1). Transition from short to long day lengths is known to induce GnRH1 release from the hypothalamus that in turn stimulates the release of luteinizing hormone (LH) from gonadotroph cells in the anterior pituitary (Dawson et al., 1985; Dawson and Goldsmith, 1997; Millar, 2005). Increased levels of LH coming to the systemic blood circulation further stimulate gonadal recrudescence and synthesis of testosterone, a gonadal steroid (Wingfield and Farner, 1993; Norris, 2007). Based on the studies on seasonal breeding songbirds, GnRH1 is the most critical top hierarchical molecule in stimulation of HPG axis with its elevation eventually leading to gonadal recrudescence.

In many avian species, levels of hypothalamic GnRH1 have been shown to be elevated significantly in the breeding season as compared to the non-breeding season (Dawson, 2013; Bauer et al., 2018). Significant seasonal changes in the abundance of hypothalamic GnRH1 transcript/peptide have been found in several songbird species, such as house sparrow (*Passer domesticus;* Hahn and Ball, 1995; Stevenson and MacDougall-Shackleton, 2005), American tree sparrow (*Spizella arborea*; Reinert and Wilson, 1996), house finches (*Carpodacus mexicanus*; Cho et al., 1998); dark-eyed juncos (*Junco hyemalis*; Deviche et al., 2006; Greives et al., 2016; Fudickar et al., 2016) and rufous-winged sparrows (*Aimophila carpolis*; Small et al., 2008).

A prior study comparing captive resident and migrant juncos in a common garden demonstrated differential response of the HPG axis to the same day lengths despite exposure to similar photoperiod, food, and temperature in captive condition. At a given early spring day length, resident juncos showed higher GnRH mRNA expression levels than migrant juncos, providing evidence for difference in the HPG axis activation in individuals originating from different latitudes (Bauer et al., 2018).

In our study, the hypothalamic transcriptome data collected from early spring free-living overwintering junco populations showed higher GnRH mRNA expression in resident compared to migrant juncos. This indicates stimulation of GnRH neurons leading to earlier recrudescence in low-latitude residents as compared to high-latitude migratory juncos. The higher GnRH1 transcript levels in resident junco than migrants could be involved in earlier activation of the hypothalamic gonadal axis in residents than in migrant juncos. Thus, differential GnRH1 synthesis in junco populations experiencing similar environmental conditions suggests difference in the photic sensitivity of the neuroendocrine machinery regulating the timing of reproduction in junco populations breeding at different latitudes.

In a similar study of the neuroendocrine tissue proteome of resident and migrant junco populations collected in early spring showed key proteins involved in GnRH 1 transcription, translation, and post-translational modification, stability, and synthesis (Singh et al., 2020). In addition, a proteome study on the juncos reported on here showed differential expression of Vasoactive Intestinal Peptide (VIP), a key neuropeptide molecule that has been implicated in the photoperiodic reproductive response and as a synchronizer of key circadian pacemaker cells in both birds and mammals (Singh et al., 2020; Rastogi et al., 2014).

Research on female phenology as compared to males is lacking. A study comparing female junco populations in Virginia showed similar trends of higher expression of key reproductive genes in the ovary and ovary mass in resident juncos than high-latitude migrants (Kimmitt et al., 2019). Future work should focus on investigating the role of GnRH1 and other key genes discussed above in the seasonal divergence of reproductive timing, comparing sex and population-level differences in both free-living and captive conditions.

In addition to GnRH 1, we found two more genes differentially expressed in the hypothalamus of resident and migrant juncos. Macrophage mannose receptor 1-like (MMR1), which encodes a glycan-binding protein expressed in macrophages, was downregulated in resident juncos. The MMR1 role has been studied in several biological processes that include the regulation of circulating reproductive hormone levels, homeostasis, innate immune response, and neuroinflammation (Cummings, 2022). The protein encoded from Mannose receptor gene is involved in the clearance of circulating Luteinizing hormone (LH) from the bloodstream which could lead to a decrease in the circulating testosterone levels (Cummings, 2022). Though in our study, we found a negative correlation of MMR1 transcripts level with testosterone levels. But given the low sample size and high variability in resident testosterone levels, we would avoid deriving any mechanistic relationship between MMR1 transcript levels regulating circulating testosterone levels. Another gene, C21orf58 homolog (C7H21orf58), which is an uncharacterized protein, showed higher transcript levels in resident birds. Not much is known about the function of the C7H21orf58 gene and its role in regulating the seasonal phenologies of birds.

## Conclusion

Based on transcriptomic differences in neuroendocrine tissue and circulating levels of testosterone, along with stable hydrogen isotope data revealing breeding latitude, we conclude that the HPG axis is activated earlier in the year in resident juncos that breed at lower latitudes as compared to migrant juncos that breed at higher latitudes. Future studies should focus on locating the neuronal cell bodies of GnRH 1 peptide and comparing its expression in winter non-breeding state and early spring divergent state when residents prepare to breed, while migrants prepare to migrate and delay breeding until they reach a higher latitude. In addition, future studies should extend to include other life-history states, the non-breeding wintering state, and the breeding phase at different latitudes.

The data presented in this study show the latitudinal effect on the timing of reproduction mediated via early activation of the HPG axis in birds that breed and develop at lower latitudes compared to higher latitude birds that breed in extreme long photoperiod. It will be interesting to explore the stimulation of the HPG axis at population-specific threshold photoperiod, where lower latitude resident juncos need relatively shorter photoperiod to induce gonads, and higher latitude migrants wait until they reach a critical photoperiod.

## Data Availability

The sequencing data are available in the NCBI Gene Expression Omnibus repository and are accessible through the GEO accession number # GSE305857.

How the deposited data were processed for this re-analysis (not part of the article)

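RNA-seq of the hypothalamus was analysed for 6 migrant and 7 resident male juncos, 1 library per bird, with populations taken from the sample labels and the paper. The authors' deposited values are raw counts of read pairs per annotated element. According to the paper, reads were trimmed with Trimmomatic 0.33, mapped with STAR 2.5.3a and counted with featureCounts, and elements were annotated by BLASTX against zebra finch proteins. The submitters' processing notes name Subread 2.0.0, and also GSNAP. The alignment, trimming and unique counting are therefore in the counts already and were not repeated, and reads from near-identical genes were lost or assigned before deposit.

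Counts were analysed as deposited. Elements with at least 5 counts in at least 6 of the 13 libraries were tested, 9938 in all. This filter was chosen partly so that the low-count C7H21orf58 stayed in the test, and the default filter of edgeR was set as an alternative. Main tests used edgeR 4.0.16 (TMM factors, the default quasi-likelihood fit of that version, which is its legacy form) in R 4.3.3, with Benjamini-Hochberg adjustment at 0.05. Standard errors are the size of the log2 fold change divided by the square root of the F statistic. DESeq2 1.42.0, edgeR's likelihood ratio test, limma-voom (limma 3.58.1) with and without quality weights, other normalizations and filters, a block on replicate number, library number as a covariate, 1 surrogate variable (sva 3.50.0) and leaving out each bird were set as alternatives before the data were examined. A fit without the 2 libraries apart on the first principal component, edgeR's newer and robust quasi-likelihood fits, DESeq2 over all 11454 elements with a count, DESeq2 with a prior on fold changes, haemoglobin as a covariate and DESeq2 without each bird were added after edgeR had given 0 calls. The newer fit was added last, in place of a legacy fit that proved to be the default one repeated.

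Single genes were compared by exact two-sided permutation over the 1716 ways to divide 13 birds into 6 and 7. Spread was compared by exchanging deviations from the group median of log2(CPM + 1), with a pseudocount of 1. For spread, exact means only that all divisions were enumerated. Deviations from a median estimated in the same birds are not strictly exchangeable, so these p-values are approximate. Principal components used log2 CPM with a prior count of 2. Relations between genes were computed within each population with exact pairings.

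The named genes are those the paper names, the 10 genes with a symbol and the smallest p in each direction, 23 genes fixed in advance (SCT was too low to test, and the values of some named genes are not reported here) and members of the fixed lists with an unadjusted p under 0.05. Values of Supplementary Table S1 had been seen when the filter, the lists and this rule were fixed, and several lists hold genes seen near its top, among them those of interferon response, endoplasmic reticulum chaperones and hypothalamic regions. Of 1069 elements with a count up to the last identifier of the copy, 1057 have a name whatever their p. List counts use these only, and no set test was run. Other named genes were named because their p was small. No genome was used, so no coordinates are given. Isotope ratios and testosterone were not analysed here.

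The steps were tested on simulated counts for the same 9938 genes, library sizes and dispersions, with 200 genes changed. In this comparison of residents against migrants, edgeR's quasi-likelihood test recovered 42% of the 50 genes changed by 1.5-fold, 72% of those changed by 2-fold, 86% at 3-fold and 98% at 4-fold, and called 4 of 9738 unchanged genes. DESeq2 recovered 42%, 72%, 90% and 98% and called 14 unchanged genes. The counts were drawn independently for each gene, without a structure shared between libraries. With 200 changed genes the Benjamini-Hochberg threshold is also easier to pass than with only a few. These shares are therefore not the power of the real comparison, where GNRH1 at a log2 fold change of 1.25 did not pass edgeR's quasi-likelihood test. No 2 libraries of a population differed by less than the sampling noise (chi-square per gene at least 7.47).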

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

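Of the tests in this part, all except the splits by DESeq2 and limma-voom were chosen after values had been seen; the haemoglobin covariate was chosen after the main comparison but before its own result. Of 120 groups examined for a sample far from the others, 8 stood out, where chance gives about 1 in 20, or 6.

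Migrant replicate 1 and resident replicate 4 lay apart on the same side of the first principal component, which held 24.3% of the variance, at scores of 49.2 and 42.7 (gap over range 0.884 in migrants and 0.629 in residents). All 28 measured ribosomal protein genes and all 28 oxidative phosphorylation genes loaded towards these 2 libraries. A difference between the populations is argued against, since 1 of the 2 was a resident and the component did not separate the populations (exact permutation p = 0.632). Depth and blood stay open: Spearman's rho with the total count was -0.50 (permutation p = 0.0878) and with HBAA 0.621 (permutation p = 0.0269), but 2 libraries with fewer counts than migrant replicate 1 and migrant replicate 5, with more HBAA than both, lay among the other 11. RNA integrity per bird was not analysed here, and a difference in it may also be a source.

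MMR1 was lower in residents. Fewer microglia and macrophages as a whole are argued against as the cause of the full change, by 1 marker. The lower 95% bound of the CSF1R log2 fold change, -0.49, lies above the change of MMR1, -0.87 (95% interval -1.24 to -0.50). The less abundant TLR4 and CARD9 had estimates of -0.91 and -0.61 with wide errors (standard errors 0.51 and 0.42). A smaller loss of these cells, as a part of the cause, stays open. Less blood is argued against as the whole cause, since with HBAA as a covariate the log2 fold change was -0.76 (standard error 0.20) against -0.87 (standard error 0.18) without it, although neither fit passed the adjusted threshold. A loss of perivascular macrophages alone could be hidden by the CSF1R of microglia and stays open, as does a difference in regulation between the populations.

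GNRH1 was higher in residents. The median log2 fold change of NTS, PENK, CCK, NPVF and CRH was 0.0837, and the upper 95% bounds of NTS and PENK lay below the GNRH1 change. This argues only against a rise of all these neurons by the full GNRH1 change. NPVF and CRH had log2 fold changes of 0.50 and 0.46. Their upper 95% bounds of 1.02 and 1.11 lay within the GNRH1 interval of 0.69 to 1.81. A larger share of some hypothalamic neurons therefore stays open. A single outlying resident is argued against as the source of the whole difference, since leaving out any 1 bird left a log2 fold change of 1.08 to 1.36. Without each resident in turn the exact permutation p was at most 0.00433. GNRH1 was chosen for its small p, so low values were likely. The DESeq2 call was lost without resident replicate 2, 4, 6 or 7 (adjusted p 0.0745, 0.0646, 0.0945 and 0.103). A punch that took in more of the preoptic area, where these neurons lie, could not be examined, and a difference between the populations stays open as a hypothesis. Migrant replicate 4 was the lowest migrant for GNRH1, with a gap over range of 0.660.

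By DESeq2, 21 of 100 splits of the 13 libraries, the real one included, called at least as many genes as the 3 of the real split, and the highest other split called 149, so chance cannot be excluded. The splits with 136 and 149 calls by DESeq2 gave 0 by edgeR's quasi-likelihood test and 0 by limma-voom with quality weights. Whether such counts come from a structure of the samples or from DESeq2 itself was not tested. The 4 highest other splits, with 33 to 149 calls, held migrant replicate 1 and resident replicate 4 in 1 group, where the real split parts them. Compared after the counts were seen, so did 8 of the 11 splits with over 10 calls and 40 of the other 88 (two-sided Fisher's exact p = 0.115, with splits that share birds), so the part of these 2 libraries stays open. By edgeR's quasi-likelihood test and by limma-voom with quality weights the real split gave 0 calls, which all 100 splits must reach, so these counts say nothing about chance; the highest other split gave 2 and 88, and the one with 88 parts these 2 libraries.

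In residents, replicate 6 was highest for LOC100221986 (0.658) and OMG (0.769) and lowest for CD74 (0.601), replicate 2 was highest for C15H12orf49 (0.625) and replicate 7 lowest for HSD3B1 (0.649).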

How the results depend on the processing

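Under 30 alternatives, MMR1 stayed lower and C7H21orf58 and GNRH1 higher in residents, with log2 fold changes from -0.94 to -0.76, 2.23 to 2.91 and 1.01 to 1.36. By the count of genes, 27 of the 30 left 0 in each direction. Apart from limma-voom with and without quality weights, these 27 refit the quasi-likelihood test, so they are not independent analyses. The planned DESeq2 fit gave 2 higher and 1 lower, with log2 fold changes of -0.87, 2.56 and 1.25 and adjusted p of 0.0096, 0.0096 and 0.0174, and 1 list member, GNRH1. The likelihood ratio test gave 2 and 1, with -0.87, 2.50 and 1.25 (adjusted p 0.0176, 9.72e-05 and 0.0241), and DESeq2 over all genes with a count, added after seeing the data, 2 and 1, with -0.87, 2.56 and 1.25. For MMR1 and GNRH1 the log2 fold changes (-0.87 and 1.25) and standard errors (0.18 and 0.27) were the same to 2 decimals in the quasi-likelihood test and DESeq2. The quasi-likelihood test refers them to a distribution with 18.2 degrees of freedom, and DESeq2 to a normal one. For MMR1 the unadjusted p was 0.000111 by the quasi-likelihood test and 1.93e-06 by DESeq2. For these genes the calls thus differ by the reference distribution and not by the estimates. DESeq2 was then varied, all after seeing the data. Leaving out 1 bird moved its count of genes between 0 and 10, the adjusted p of MMR1 from 0.0074 to 0.0696, of C7H21orf58 from 0.00705 to 0.0696 and of GNRH1 from 0.00104 to 0.103. The count was 0 without migrant replicate 5, migrant replicate 6 or resident replicate 7, 1 without resident replicate 6, 7 without migrant replicate 2 and 10 without migrant replicate 3. MMR1 also lost its call without migrant replicate 4 (0.0526) or resident replicate 5 (0.0545), C7H21orf58 without resident replicate 6 (0.0565), and GNRH1 without migrant replicate 1 or 4 or resident replicate 2, 4 or 6. Without both libraries apart on component 1, GNRH1 had an adjusted p of 0.125. With library number as a covariate the count was 0, and the adjusted p 0.139 for MMR1 and C7H21orf58 and 0.270 for GNRH1; library number overlaps with population. The replicate numbers did not pair the birds: deviations of same-numbered birds correlated at -0.18 to 0.06, and none matched its own number best. With the number as a block over 6 pairs, edgeR called 0 genes (log2 fold changes -0.80, 2.58 and 1.11) and DESeq2 0, with adjusted p of 1.000, 0.569 and 0.569 for MMR1, C7H21orf58 and GNRH1. For GNRH1 spread, linear CPM gave 5.43 and the difference in SD 0.42, both past 0.05, and leaving out 1 bird gave 0.27 to 0.45. The value on linear CPM also carries the higher mean of the residents. Its exact permutation p of 0.0688 became 0.0152 without resident replicate 2 or 4, 0.00866 without resident replicate 6 or 7 and 0.132 without resident replicate 3 or 5. The correlation of MMR1 and GNRH1 within migrants turned to 0.07 without migrant replicate 2 and 0.39 without migrant replicate 4, and was -0.62 at its lowest; within residents it lay between 0.13 and 0.58. Depth limits C7H21orf58 most, at 2.17 counts per migrant.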

Differences from the paper's values

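The paper reports 3 differentially expressed genes at an FDR of 0.05, and edgeR's quasi-likelihood test gave 0. Of the 25 alternatives set before the data were examined, DESeq2 and edgeR's likelihood ratio test gave 3 and the other 23 gave 0. Apart from limma-voom with and without quality weights, those 23 refit the same quasi-likelihood test with other factors, filters, covariates or birds. They are not independent analyses, so their number is not a measure of support.

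The paper's adjusted p is 0.0135 for MMR1 and for C7H21orf58 and 0.0216 for GNRH1, against 0.551, 0.551 and 0.602 from edgeR's quasi-likelihood test. Among the same alternatives, DESeq2 came within 1.5 times of the paper's value for all 3 genes (0.0096, 0.0096 and 0.0174), and the likelihood ratio test for MMR1 (0.0176) and GNRH1 (0.0241) but not for C7H21orf58 (9.72e-05). The others did not. DESeq2 over all 11454 elements with a count, chosen after seeing the values, gave 0.0134, 0.0134 and 0.0216 and drops 0 of the 3 genes. The log2 fold changes lie within 1 standard error of those in Supplementary Table S1 under each of the 25 alternatives set before the data were examined.

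The paper states about 28.5 M reads per library, and the median total of counted read pairs was 4.95 M. The 2 are different measures, reads assigned to a library and read pairs counted in annotated elements. No alternative bears on this.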

Other observations

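Genes with a name chosen only because of a small p included 3 interferon-responsive genes, all with positive log2 fold changes and none past the test: PARP9 at 1.00, RNF213 at 0.80 and ZNFX1 at 0.66. Of the 2 interferon genes named whatever their p, none passed. The chaperones CANX, HYOU1 and HSPA8, also with a name because of a small p, had log2 fold changes of 0.31, 0.34 and 0.45 and did not pass. LHX1 and LHX5, transcription factors of the developing forebrain, had log2 fold changes of 0.54 and 0.58 and did not pass. NPY, the precursor of the appetite-stimulating neuropeptide Y, was at 713.8 ± 270.2 CPM (SD, n = 6) in migrants and 491.7 ± 123.8 CPM (SD, n = 7) in residents, with a log2 fold change of -0.54 (standard error 0.21) that did not pass.

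No measured member of any other fixed list passed over all genes or adjusted over the list alone. These lists held 3 erythrocyte genes, all lower in residents by estimate, and 8 ependymal genes (7 with negative estimates). RSPH4A, also on the ependymal list but with a name because of a small p, had a log2 fold change of 0.89 and did not pass. There were also 6 immediate early genes, 5 genes of stress and protein degradation in the endoplasmic reticulum and 4 genes of the stress axis and steroid action. Others were 4 markers of neighbouring brain, 3 oligodendrocyte, 3 endothelial, 3 fibroblast and 3 hypothalamic region genes and 1 astrocyte gene. The 28 ribosomal protein genes had a median log2 fold change of -0.10 and the 28 oxidative phosphorylation genes of -0.11. The circadian clock, choroid plexus and pituitary lists were not examined, since none of their members is among the tested elements that have a name whatever their p.

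No relation of MMR1 with GNRH1 was detected within either population. In migrants Pearson's r was -0.17 (exact permutation p = 0.700) and Spearman's rho 0.09 (exact permutation p = 0.919), and in residents r was 0.27 (exact permutation p = 0.547) and rho 0.18 (exact permutation p = 0.713). The adjusted p was 0.700 for both relations computed. Without the 2 birds farthest from the median of MMR1, r was -0.66 in migrants and 0.59 in residents. In migrants the coefficient of variation was 6.01% for MMR1 and 14.9% for GNRH1, where counting error alone gives 11.8% and 16.7%. With no spread beyond counting error, the migrants could not show whether the 2 genes are related. No pooled value is given, because MMR1 separates the populations.

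The groups did not overlap for 13 genes, 9 higher and 4 lower in residents, where chance would give 11.6 of 9938 (0.117%).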
